A study of Mus musculus with 6 samples. Its data were reported in "The P2X7R/NLRP3 inflammasome axis suppresses enthesis regeneration through inflammatory and metabolic macrophage-stem cell cross-talk" (2025).

How the data were processed

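RNA was taken from the rotator cuff enthesis, the attachment of the supraspinatus tendon to the humeral head, of wild-type mice. Injured tissue came from mice with supraspinatus rotator cuff tear and repair (RCTR) at 3 days postinjury (dpi), and control tissue from mice with a sham operation. By the paper's methods the remnant enthesis was debrided in RCTR, and the sham operation was a skin incision only. Each group held 3 libraries, 6 in all, and the groups were taken from the sample titles. The dissected piece held cortical bone of the greater tuberosity and the distal part of the supraspinatus tendon. Libraries were made from poly(A)-selected RNA with an Illumina TruSeq kit and sequenced in paired-end mode on a NovaSeq instrument. Neither a library date nor a sequencing batch was given.

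The only processed data were the authors' deposited table of 1 comparison, with 55414 mouse Ensembl genes and their annotation. Its name points to DESeq2, a negative binomial count model, as the tool the authors used. The aligner, the counting tool, the genome build, the filters and the normalization were not stated. For each gene the authors deposited a ratio (the linear fold change), its log2 value, an unadjusted p-value and an adjusted p-value, along with the gene length in bases. The table held 0 columns of values per library, so the read depth of each library is unknown. A difference in depth, a single deviating library or pairing of libraries could not be examined.

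The authors' deposited table names its groups pos and nor, words that the sample labels do not use. Here pos was read as RCTR and nor as sham, because the table holds the only comparison of the series and its numbers of genes marked significant in each direction match those the study gives for RCTR. Every direction in the text rests on this reading.

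The contents of the table were checked before use. In the authors' deposited table the log2 column was the log2 of the fold change. Its adjusted p-values below 1 were Benjamini-Hochberg values over exactly the 18767 genes that have them, and recomputing them gave values within 0.588%. These 18767 genes are called tested genes. Of the others, 9327 had a p-value and an adjusted p of 1, 27253 had a fold change of 1 and a p-value of 1, and 67 had a fold change other than 1 together with a p-value of 1. A test gives a p-value of 1 to a fold change of 1 and not to these 67 genes, so their p-value was treated as missing. An adjusted p of 1 was likewise treated as missing. The authors' mark for significance equals an adjusted p under 0.05 with at least a 2-fold change, with 0 exceptions. The up and down marks of the table are no test result, since 12125 genes are marked up and 14427 marked down without being marked significant.

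The planned analysis was a count model on values per library (edgeR was not run, because the values are no counts), with a test of gene lists and principal components. None of these could be fitted. The authors' fold changes and p-values were used in their place. A standard error of each log2 fold change was worked back from the log2 fold change and its p-value, as the log2 fold change divided by the normal deviate of the two-sided p-value. It holds if the authors' test was a Wald test of unshrunken fold changes. This quantity is called the implied standard error, and it gave the 95% intervals. The largest p-value with an adjusted p under 0.05 was 0.00467, so a gene passed when its log2 fold change exceeded 2.83 implied standard errors.

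A total of 28 gene lists was fixed before the data were examined: 4 lists of genes that the study showed in a heat map of these libraries, the marker genes of most cell types in its single-cell data, and lists for mature skeletal muscle, erythroid transcripts, the cell cycle, inflammasome components, sex-linked genes and polyunsaturated fatty acid synthesis. The study's markers of fibroblasts, adipocytes and myofibroblasts were not among the lists. Another 4 lists were added after the 67 genes without a p-value had been seen and before the values of their members were read. For each list with at least 3 tested genes, the median log2 fold change was placed among the medians of 10000 random lists of the same size. This was repeated with random genes matched on the implied standard error in 20 bins. The percentiles describe these libraries and are no test across animals, since genes are not independent replicates. Adjusted p-values over the list alone were computed with the Benjamini-Hochberg method. The terms that the table's own Gene Ontology (GO) annotation attaches to genes were tested with a one-sided Fisher's exact test against the 17535 tested genes that carry an annotation. Of 7 terms tested together, 4 were named by the study, the positive and negative forms of the regulation term were planned with them, and cellular response to interleukin-1 was added later. The adjustment covered these 7 terms and, as alternatives, the 6 planned and the 4 named ones. Further GO terms and KEGG pathways with at least 10 tested genes were screened after the data had been examined.

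Genes named in the text were those of the lists and, beyond them, the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05 and a gene symbol that is not a predicted or RIKEN name. The other parts of that rule, a minimum mean expression and separation of all libraries, could not be applied. Any other gene named was chosen after its values were seen. Positions are those of GENCODE release M21 on GRCm38, matched by Ensembl identifier, and the build of the authors is not known. Of the gene identifiers 94.1% were found there, and 99.8% of the tested genes.

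Alternatives were a stricter adjusted p of 0.01, other multiplicity adjustments, other sets of genes, recentred fold changes, removal of trends with gene length and GC content, a test against a 1.5-fold change, matched random lists and other gene sets for the GO terms. The scripts were tested on simulated data with 18767 genes, of which 200 were changed. Of the changed genes 78.0% were called, 99.0% of the 104 with an implied standard error below the median, and 4.29% of the called genes were unchanged ones. Every simulated change was larger in size than the median log2 fold changes of the genes called at 2-fold, 1.68 and -1.92. These shares therefore do not hold for smaller changes. Of 200 simulated lists of unchanged genes 5.00% fell outside the central 95% of random lists. Errors were simulated as independent, so lists of genes that vary together were not covered. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.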

Results

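RNA-seq of the mouse rotator cuff enthesis compared the RCTR group at 3 dpi with the sham operation group, to learn how gene expression changes in the inflammatory phase after injury. Each group held 3 libraries. The values were fold changes and p-values of the authors' deposited table, which gives no value per library. The depth of the libraries is therefore unknown, and the precision of each value is given by the implied standard error. Among the 18767 tested genes its median was 0.42 on the log2 scale, with quartiles of 0.33 and 0.73. Positive log2 fold changes stand for higher expression in RCTR.

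In the authors' deposited table, 1758 of the 18767 tested genes (9.37%) had an adjusted p under 0.05, of which 979 were up-regulated and 779 down-regulated in the RCTR group. At an unadjusted p under 0.05 there were 3950 genes. Of the 1758 genes, 1609 had changed at least 2-fold in the authors' deposited table, 869 of them up-regulated and 740 down-regulated, and 149 had changed by less. A further 3029 tested genes had a change of at least 2-fold in the authors' deposited table without passing the threshold. Adjustment with the Benjamini-Yekutieli method moved the count of 1758 genes the most, to 796 genes. Of the 2-fold genes 54.0% were up-regulated, and this balance turned to 46.2% when the fold changes were centred on the genes with an implied standard error below the median. In every other setting more were up-regulated than down-regulated, 62.1% at an adjusted p under 0.01 and 65.0% with the Benjamini-Yekutieli method. The median log2 fold change of all tested genes was -0.07. In the authors' deposited table, the 2-fold genes had a median log2 fold change of 1.68 among the up-regulated and -1.92 among the down-regulated.

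**Figure D1:**
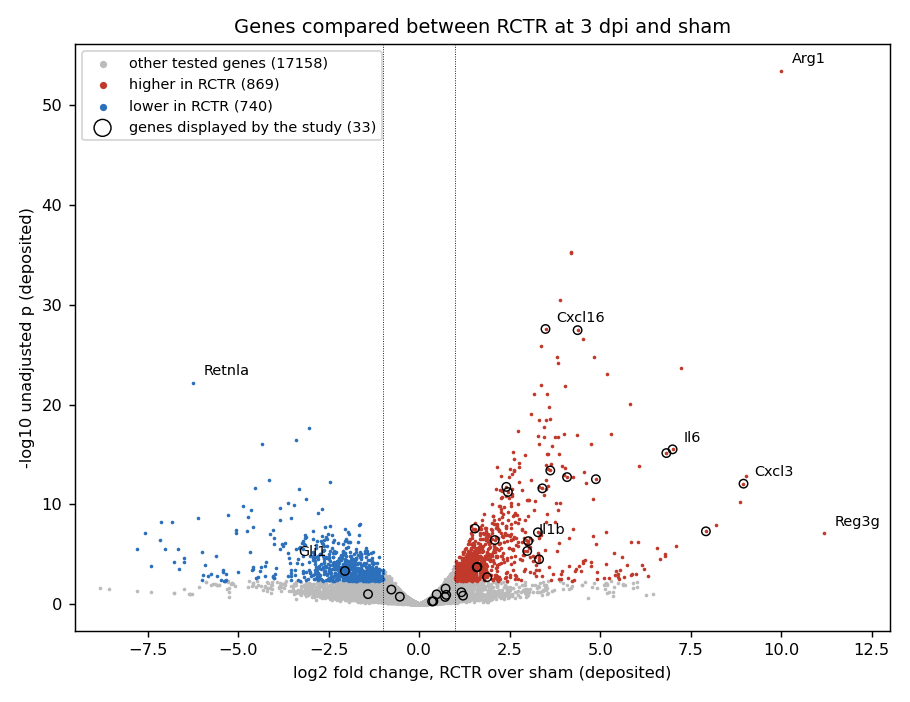
Each point is 1 of the 18767 tested genes, with the log2 fold change of RCTR over sham on the x axis and -log10 of the unadjusted p-value on the y axis, both from the authors' deposited table. Genes with at least a 2-fold change and an adjusted p under 0.05 are coloured, 869 higher and 740 lower in RCTR, dotted lines mark a 2-fold change, and open circles mark the 33 tested genes displayed by the study.

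The study drew attention to inflammatory cytokines and their receptors, chemokines, NLRP3 inflammasome genes and enthesis genes. The genes it displayed in its heat map form 4 lists of 34 genes, and its text on these libraries names a part of them, without Nlrp1b and Col3a1. Of the 34, 33 had an adjusted p. An adjusted p under 0.05 was found for 22 of them in the authors' deposited table, 21 up-regulated and 1 down-regulated, and 11 did not. Adjusted over the list alone, with the 4 lists pooled, 24 genes passed, with P2rx7 (adjusted p of 0.0398) and Col1a2 (0.0480) as those gained. Adjusted over its own list, neither passed, at 0.0555 for P2rx7 and 0.0582 for Col1a2. The study chose these genes on the same libraries, so neither count is independent evidence. The Benjamini-Yekutieli adjustment moved the first count the most, to 19 genes.

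Among 7 cytokine and receptor genes, 4 passed the threshold. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was 8.06-fold higher in the authors' deposited table, with a log2 fold change of 3.01 and an adjusted p of 3.3e-05, and its implied standard error was 0.60. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was 128-fold higher in the authors' deposited table, with an adjusted p of 1.46e-13 and an implied standard error of 0.86 around the log2 fold change of 6.999. The receptor genes Il1r1 and Il1rl1 had log2 fold changes of 2.45 and 1.61 and passed in the authors' deposited table. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had a log2 fold change of 0.36 and an adjusted p of 0.798 in the authors' deposited table, and its 95% interval reached from -0.80 to 1.52. Il1r2 and Il1rl2 had positive log2 fold changes of 1.17 and 0.48 in the authors' deposited table that did not exceed the spread.

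All 17 chemokine genes had positive log2 fold changes in the authors' deposited table, and 15 of them had an adjusted p under 0.05. Their median log2 fold change was 3.40. The largest was that of Cxcl3 at 8.96, with an implied standard error of 1.25, followed by Ccl20 at 7.92 and Cxcl2 at 6.83 in the authors' deposited table. The most precise rises were those of Cxcl14, with a log2 fold change of 1.54 and an implied standard error of 0.28, and Cxcl16, with 3.49 and 0.32. Ccl5 and Ccl19 did not pass, with log2 fold changes of 0.39 and 1.21 and adjusted p-values of 0.781 and 0.426 in the authors' deposited table. Several chemokine genes are close copies of each other, so their single values can share reads.

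Of the 4 genes in the study's inflammasome list 1 passed, Nlrp1b, which the paper's text treats among other types of inflammasomes. Of the 3 genes that its text names for these libraries 0 passed. Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956) had a log2 fold change of 0.72 and an adjusted p of 0.498 in the authors' deposited table. Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265) had a log2 fold change of 0.75 and an adjusted p of 0.387 in the authors' deposited table. P2rx7 (ENSMUSG00000029468, chromosome 5, 122643911 to 122691432) had a log2 fold change of 0.73 in the authors' deposited table, with an unadjusted p of 0.0278 and an adjusted p of 0.164. None of these 3 genes exceeded the spread at the adjusted threshold. The paper does not rest their rise on RNA-seq alone. With RT-qPCR it reports higher P2rx7, Casp1 and Nlrp3, along with Il1b, after injury. At 3 dpi it also describes specks of NLRP3 with caspase-1, raised caspase-1 activity and more IL-1β protein. Those assays are not part of the data used here and were not examined. The 95% intervals reached from -0.36 to 1.79 for Nlrp3, from -0.19 to 1.69 for Casp1 and from 0.08 to 1.38 for P2rx7. At their errors, Nlrp3 would have passed at an estimated log2 fold change of 1.55 and Casp1 at 1.35. These are cut-offs on the estimate, and the power to detect a true change was not computed. Nlrp1b, a gene with close copies on chromosome 11, passed with a log2 fold change of 1.88 and an adjusted p of 0.0277 in the authors' deposited table. That call was lost at an adjusted p under 0.01 and with the Benjamini-Yekutieli adjustment. Of the 6 other inflammasome components (Pycard, Il18, Gsdmd, Aim2, Nlrc4 and Nlrp6) 0 had an adjusted p under 0.05 in the authors' deposited table, and Il18 alone had an unadjusted p under 0.05, at 0.0434.

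Among the enthesis genes, Gli1 (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974) was down-regulated past the threshold, with a log2 fold change of -2.05 and an adjusted p of 0.00938 in the authors' deposited table. The 95% interval of Gli1 was -3.20 to -0.90, and the call was lost with the Benjamini-Yekutieli adjustment. Tnmd, Ihh and Col1a2 had log2 fold changes of -0.53, -1.41 and -0.77 in the authors' deposited table, and their adjusted p-values of 0.484, 0.353 and 0.191 did not pass. Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) had a log2 fold change of -1.73 in the authors' deposited table but no usable p-value, so its error is unknown. Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) was up-regulated, with a log2 fold change of 2.09 and an adjusted p of 2.68e-05 in the authors' deposited table.

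**Figure D2:**
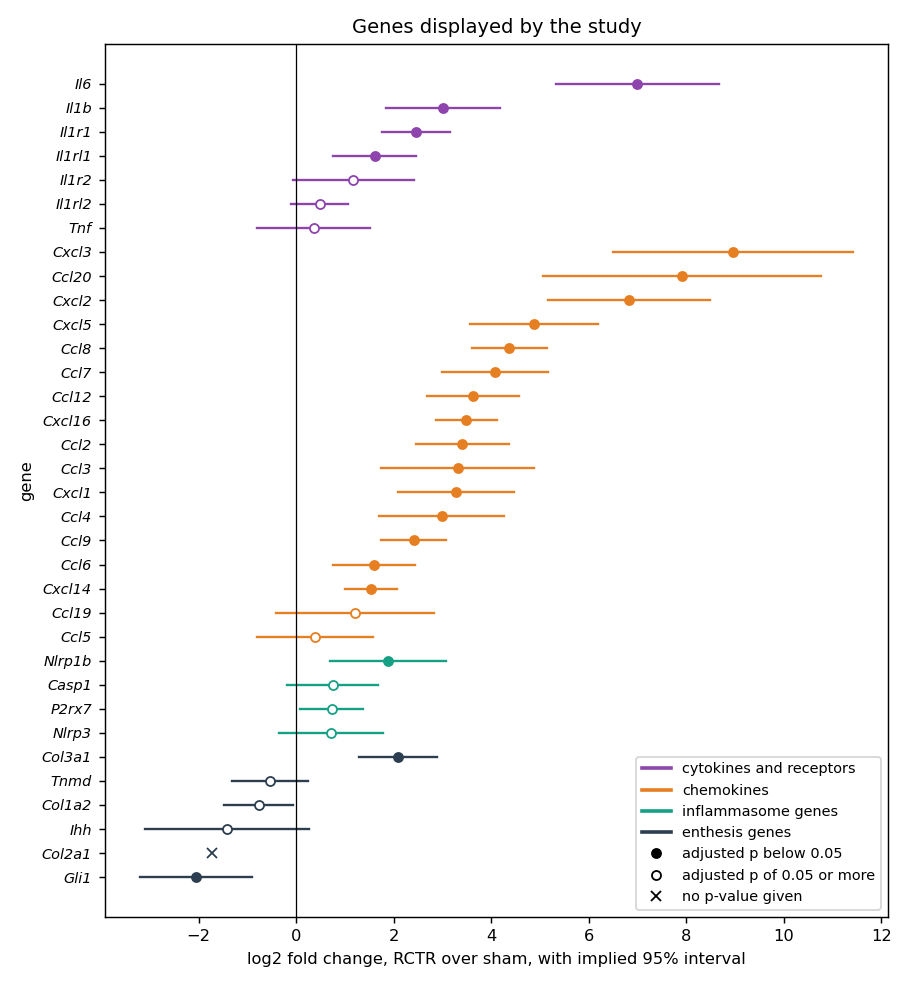
Points give the log2 fold change of RCTR over sham in the authors' deposited table for the 34 genes displayed by the study, coloured by list, and bars give the implied 95% interval. Filled points have an adjusted p under 0.05 (22 genes), open points do not (11 genes), and the cross marks Col2a1, which has no p-value.

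Marker genes of cell types and tissues were then compared. Of the lists fixed before the data were examined, the sex-linked list apart, 24 had at least 3 tested genes, and 14 of these had a median log2 fold change outside the central 95% of random lists, 9 above and 5 below. Without the 4 study lists, whose genes were chosen on these libraries, 12 of 20 lists were outside, 7 above and 5 below. Some of these 20 still hold genes of the study lists. With random lists matched on implied standard error, 11 of the 24 lists were outside, 9 above and 2 below. Of the 20, 9 were outside, 7 above and 2 below. The lists of dendritic cells, B cells and erythroid transcripts then no longer stood apart. Because the study chose its genes on these libraries, the place of the study lists is a description only. The chemokine median was above all 10000 random lists, and the cytokine list was at a percentile of 99.97. The inflammasome and enthesis lists lay inside the central range at 97.13 and 6.23. All 3 macrophage markers (Cd68, Csf1r and Cd14) were up-regulated past the threshold in the authors' deposited table, with a list median of 1.64. All 4 markers of anti-inflammatory macrophages passed, with a median of 3.00, and Arg1 was the largest at a log2 fold change of 9.999 in the authors' deposited table. One of them, Ccl8 at 4.38, was also in the study chemokine list. Of the 4 proinflammatory macrophage markers 3 passed, with a median of 3.38, and 2 of these, Il1b and Il6, were also in the study lists. Ly6c2 did not pass, with a log2 fold change of -0.68 in the authors' deposited table.

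The 3 mesenchymal markers (Col5a1, Col5a2 and Col6a1) had a median log2 fold change of 1.23 in the authors' deposited table and 1 passed over all genes, against 3 adjusted over the list alone. Markers of tendon stem/progenitor cells had a median of 1.02, and Scx and Tagln passed. Synovial markers had a median of 2.16, and Prg4 and Has1 passed in the authors' deposited table. The muscle cell markers had a median of 1.16, of which Fgfr4 passed and Myod1 did not, with an adjusted p of 0.0923 in the authors' deposited table. These lists lay above the central 95% of random lists, matched or not. Mesenchymal stem cell markers, with a median of 0.57, lay inside it, and Cebpd passed. In the tenocyte list, with a median of -0.53, Thbs4 was up-regulated past the threshold at a log2 fold change of 1.73 while Tnmd and Fmod were not changed beyond the spread in the authors' deposited table. Among the chondrocyte markers Sox9 was up-regulated with a log2 fold change of 1.26 and an adjusted p of 0.0114 in the authors' deposited table.

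All 8 genes of mature skeletal muscle had negative log2 fold changes in the authors' deposited table, from -2.93 for Pvalb to -1.15 for Myh4, with a median of -1.77. Myh1, Mylpf and Pvalb passed over all genes, and 5 passed adjusted over the list alone. The osteocyte markers had a median of -2.92, and 0 of 3 had an adjusted p under 0.05, although Bglap and Dmp1 had unadjusted p-values of 0.0499 and 0.0413 in the authors' deposited table. These 2 lists lay below the central 95% of random lists, at percentiles of 0.010 and 0.070, and at 0.230 and 0.770 when matched. No gene passed in the lists of neutrophils (median -0.83), T cells (-0.996), erythrocytes (-1.57), dendritic cells (-1.49), B cells (-1.92), endothelial cells (0.08), osteoclasts (-0.66), erythroid transcripts (-1.71), the cell cycle (-0.41) or polyunsaturated fatty acid synthesis (0.21) in the authors' deposited table, although 4 of their genes (Cd300c, Acp5, Mmp9 and Mki67) had an unadjusted p under 0.05 and Mki67 passed adjusted over the list alone, at 0.0374. The implied standard errors of the 5 erythroid genes ran from 1.73 to 1.85, so that a change of Hbb-bs, for example, would have had to exceed 4.89 on the log2 scale to pass. The 4 Y-linked genes had log2 fold changes between -0.09 and 0.18 in the authors' deposited table.

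**Figure D3:**
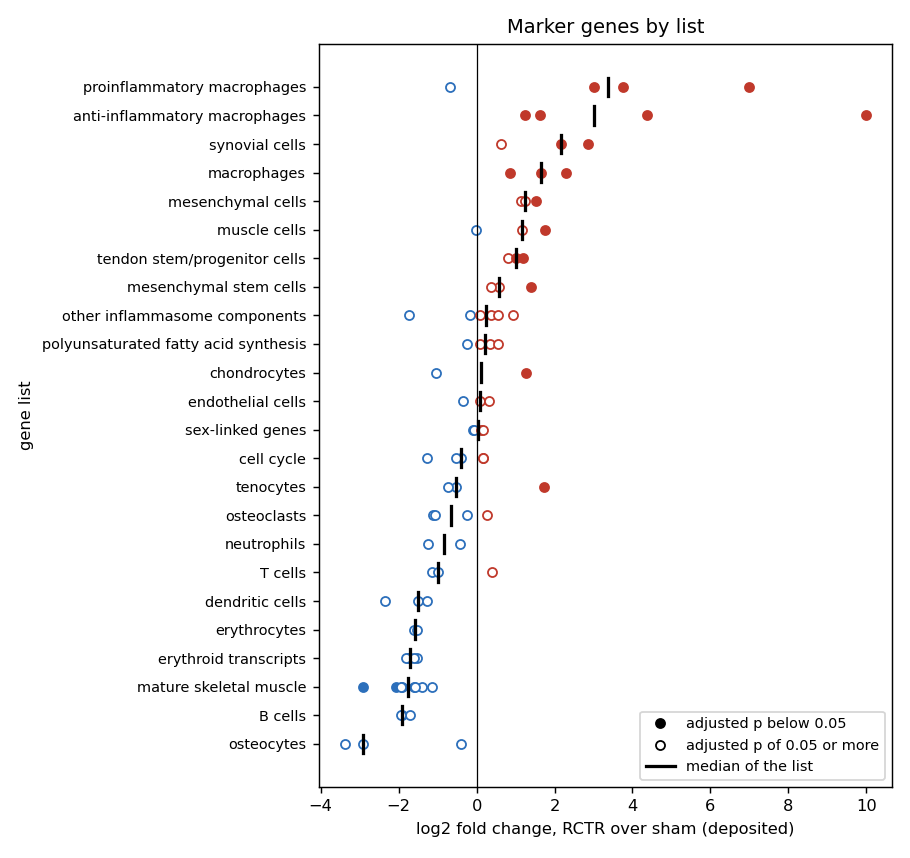
Points give the log2 fold change of RCTR over sham in the authors' deposited table for each tested gene of a marker list, red above 0 and blue below, filled where the adjusted p is under 0.05, and black bars give the list median. Macrophage lists have medians of 1.64 to 3.38, and the mature skeletal muscle list has a median of -1.77.

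**Figure D4:**
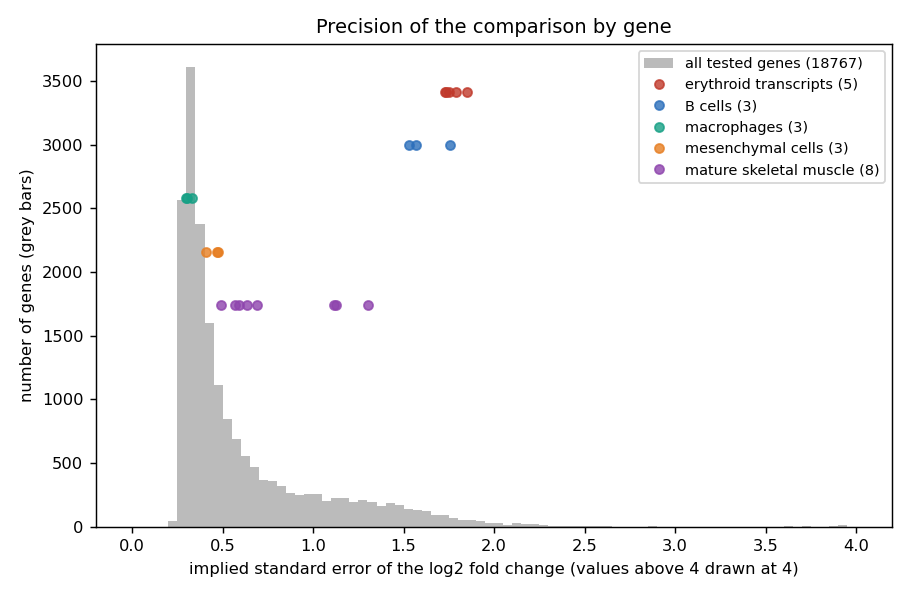
Grey bars count the 18767 tested genes by the implied standard error of their log2 fold change, and coloured points place the genes of 5 lists on the same x axis, at heights without meaning. Erythroid genes lie at 1.73 to 1.85 and macrophage markers at 0.30 to 0.33, against a median of 0.42.

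The study named 4 GO terms on macrophages and interleukin-1. The 6 terms planned for testing were these and the positive and negative forms of the regulation term, and cellular response to interleukin-1 was added later. Of 17535 annotated genes, 1553 (8.86%) were in the 2-fold set. Of 7 terms tested with a one-sided Fisher's exact test on the annotation and calls of the authors' deposited table, 4 had an adjusted p under 0.05. Over the 6 planned terms alone 3 passed, and over the 4 terms in the words of the study 2 passed, macrophage migration and macrophage activation. The added term cellular response to interleukin-1 had 19 of 58 genes in the set of the authors' deposited table, with an adjusted p of 2.04e-06. Macrophage migration had 2 of 2 genes, macrophage activation 3 of 7 and negative regulation of interleukin-1 beta production 3 of 5, with adjusted p-values of 0.0183, 0.0323 and 0.0183. These 3 terms rest on few genes. Response to interleukin-1 had 4 of 23 genes, the positive regulation term 3 of 14 and the plain regulation term 0 of 3, which did not pass. Pooled into families of related terms, an unplanned alternative, all 4 passed the same test. Response to interleukin-1 had 25 of 89 genes (adjusted p of 5.04e-07) and regulation of interleukin-1 beta production 11 of 45 (0.00204). The response family was matched by its words, so terms on other interleukins whose number begins with 1 were not kept out. Its result is therefore not one for interleukin-1 alone. Macrophage migration had 13 of 33 (4.1e-06) and macrophage activation 7 of 32 (0.0198). With up-regulated genes alone, 6 of the 7 single terms passed. The 4 single terms that passed with the 2-fold genes did not draw on the NLRP3 inflammasome genes Nlrp3, Casp1 and P2rx7. These genes were outside the 2-fold set.

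The largest rises among genes with an adjusted p under 0.05 in the authors' deposited table were those of Reg3g, Arg1, Cxcl3, Orm2 and Ccl20, with log2 fold changes of 11.18, 9.999, 8.96, 8.20 and 7.92. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) had the smallest adjusted p, 6.67e-50, in the authors' deposited table and an implied standard error of 0.65. The error was 2.09 for Reg3g (ENSMUSG00000030017, chromosome 6, 78466269 to 78468872). The largest falls in the authors' deposited table were those of Tpm3-rs7, Iglc3, Grm4, Crip3 and Gabrb2, with log2 fold changes of -7.80, -7.14, -7.01, -6.67 and -6.50 and implied standard errors from 1.22 to 1.67. Fold changes of this size can come from a group with very few reads, which cannot be examined without counts, so the numbers are estimates of direction more than of size. Tpm3-rs7 is named as a copy related to Tpm3, and Iglc3 and Orm2 belong to families of near-identical genes, so their reads can be shared.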

Values the study reported

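For the enthesis at 3 dpi, the study reported that 869 genes were up-regulated and 740 were down-regulated between RCTR and sham.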

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

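The tests in this part were chosen after the genes without a p-value had been seen, while the surface marker genes were listed before their values were read.

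Outside the comparison stand the 67 genes that have a fold change but no usable p-value. Of these, 10 were higher in RCTR and 57 lower, and the 10 higher ones all exceeded a 2-fold change, which is why they are given here. In the authors' deposited table their log2 fold changes were 1.23 for Itprip, 1.61 for Gm16867, 1.97 for Ear2, 3.49 for Ighg3, 3.50 for Epx, 3.79 for Alox15, 4.33 for Prg2, 4.46 for Prg3, 5.36 for Ear1 and 5.69 for Ear6. They have no error, so no difference between the groups is shown. Epx, Prg2, Prg3 and the Ear genes encode granule proteins of eosinophils, and the Ear genes are close copies that can share reads.

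The 67 genes were picked for a fold change other than 1, so the size of their fold changes is no test of what the p-value of 1 means, and it was treated as missing. A candidate explanation is a rule that withholds the p-value where 1 library lies far from the others, as the tool named by the table has for missing p-values. Without values per library this cannot be tested on the 67 genes, so 1 deviating library and a difference shared by all libraries cannot be told apart.

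More eosinophils in the RCTR tissue would be a biological explanation. It would raise other eosinophil transcripts too, but the surface markers Siglecf, Ccr3 and Il5ra had a median log2 fold change of -0.41, and 0 of 3 passed (0 also at an unadjusted p under 0.05). The 6 granule genes had a median of 4.40. Il5ra alone was positive, at 0.69. The upper 95% limits of Siglecf, Ccr3 and Il5ra were 1.14, 0.89 and 3.08, all below the granule median, which argues against an increase of mature eosinophils of that size in the group as a whole. The GO term eosinophil chemotaxis points the other way in the screen, with 8 of 14 genes higher in RCTR (adjusted p of 1.26e-05). Which cells express those genes was not tested. The surface markers may have a baseline from other cells, and immature cells rich in granule transcripts were not tested. No depth, length or GC explanation was tested for these 10 genes.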

How the results depend on the processing

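No paired analysis was possible because the deposited table holds no value per library. For the same reason the alternatives planned before the data were examined that need such values were not run: other size factors, upper-quartile scaling, filters on low counts, other count models, tests on TPM or FPKM, the replicate term, leaving out each library, other settings of the list test and of the principal components. Other splits of the 6 libraries were not counted. Whether a single library decides a value is therefore unknown for every result. Only the adjusted p under 0.01 and both other gene sets for the GO terms were planned. All other alternatives were chosen after seeing the data.

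The 1758 genes with an adjusted p under 0.05 became 962 at an adjusted p under 0.01 and 796 with the Benjamini-Yekutieli adjustment. The 1609 genes with at least a 2-fold change became 954 and 795 under these settings. Both are stricter by construction and add no gene. A Wald test against a 1.5-fold change, built on the implied standard errors, passed 508 genes, all among the 1609, of which 65.7% were higher in RCTR. That test asks that the change exceed 1.5-fold beyond the error, so fewer genes follow from its construction. The other alternatives gave between 1433 and 1763 genes at an adjusted p under 0.05, and between 1356 and 1758 genes with a minimum fold change.

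Centring moved the balance of the calls. With the median of all tested genes (-0.07) set to 0, 970 genes were higher and 616 lower with at least a 2-fold change, and with the median of the genes with an implied standard error below the median (0.08) set to 0, 757 were higher and 882 lower. Of the 1609 genes, 92.3% and 93.0% were kept.

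Of the 33 tested genes in the study lists, 22 passed as reported and between 19 and 22 passed in the 8 alternatives run on them. No gene reversed its direction. None could, because no alternative moved a log2 fold change by more than 0.17, and the smallest in size was 0.36 (Tnf). Across these alternatives 4 single calls were lost: Nlrp1b at an adjusted p under 0.01, and Nlrp1b, Ccl6 and Gli1 with the Benjamini-Yekutieli adjustment. Nlrp3, Casp1, P2rx7 and Tnf passed under none of the 8. P2rx7 passed adjusted over the 4 lists pooled, but not over its own list (adjusted p of 0.0555). The number of lists outside the central 95% of random lists was 14, and 11 when matched. The GO terms passing were 4 of 7, 4 with all genes at an adjusted p under 0.05, 6 with higher genes only, 4 of 4 pooled families, 3 of the 6 planned terms and 2 of the 4 terms in the words of the study, which leave out terms that passed.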

Other observations

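The lists of granulocyte precursors, platelets and cartilage matrix were written after the genes without a p-value had been seen, and their values were read only after the tests on them were set. The tests on sex and on connective tissue were set before the data were examined. The other tests in this part were chosen after the result was seen.

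Blood-cell genes were measured with unusually little precision. In the authors' deposited table the 5 erythroid genes had log2 fold changes from -1.82 to -1.53, and the B-cell genes from -1.95 to -1.72. The median implied standard error was 1.75 for the erythroid list and 1.57 for the B-cell list, at percentiles of 99.98 and 99.48 among random lists. Within the lists of erythroid, B-cell and granulocyte precursor genes, 12 genes together, the fold changes lay far closer to each other than their errors (heterogeneity Q of 0.137 with 9 degrees of freedom, lower-tail chi-square p of 1.05e-07 if the genes were independent). Counting noise of genes with few reads would scatter them independently, so this argues against it for these 12 genes. A shared amount of marrow or blood that differs between libraries of the same group is a candidate explanation. It was to show in the precursor list (Elane, Mpo, Prtn3 and Ctsg) and in the platelet list (Pf4, Ppbp, Itga2b and Gp1bb). In median log2 fold change the precursor list lay at a percentile of 1.02 (28.5 when matched on implied standard error) and the platelet list at 0.160 (0.670 when matched). The precursor list had a median implied standard error of 1.84 at a percentile of 99.98. The platelet list had 0.72 at a percentile of 84.66, short of the 95% that was asked. Its fold changes were not close to each other (heterogeneity Q of 9.94 with 3 degrees of freedom). The argument against counting noise therefore does not extend to the platelet list. Only 1 of the 2 lists met the test, so unequal marrow and another shared source of spread cannot be told apart without values per library. Itga2b was lower past the threshold, with a log2 fold change of -2.11 and an adjusted p of 0.0310 in the authors' deposited table. Pf4 went the other way at 0.27, and its 95% interval of -0.83 to 1.37 excludes the platelet median of -1.97. Less marrow in RCTR, a biological or dissection difference, stays open.

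Among the genes without a p-value are Col2a1, Col9a1, Col9a2, Col9a3, Matn3 and Mia, which are cartilage genes. An unequal share of cartilage between libraries of a group would widen the error of other cartilage genes. The 6 genes of the cartilage matrix list had a median implied standard error of 0.97, at a percentile of 97.91, which is consistent with that explanation. The list was mixed, however: Acan and Comp had errors of 0.37 and 0.29, while Matn1 and Cnmd had 1.57 and 1.57. The median log2 fold change of the list was -0.40, and Chad was lower past the threshold at -2.46 in the authors' deposited table. The missing p-value of Col2a1 may thus reflect dissection as much as injury.

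The 8 listed genes of mature muscle fell together while genes of muscle precursors did not. Less muscle of unchanged make-up in the RCTR samples would lower both. The muscle cell markers Myod1, Myf5 and Fgfr4 had a median log2 fold change of 1.16 against -1.77 for the 8 mature genes, which argues against that explanation alone. Broader GO terms were mixed. Muscle contraction and sarcomere organization had median log2 fold changes of -0.83 and -0.95, but skeletal muscle contraction had 0.08 over 25 genes. Of the 11 skeletal muscle contraction genes in the 2-fold set 6 were lower. Damaged fibres with activated precursors, or less muscle together with more precursors, stay open and were not tested.

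Less connective tissue in the RCTR samples was considered for the lower enthesis genes. It would lower mesenchymal markers alike, but their median log2 fold change was 1.23, and Col3a1 and Scx rose. This argues against less connective tissue as the only explanation. Fmod, Col1a1 and Col1a2 went the other way, with log2 fold changes of -0.73, -0.39 and -0.77 that did not pass, so a partial role stays open. The surgery itself differed between the groups. In RCTR mice the remnant enthesis was debrided and bone tunnels were made, while sham mice had a skin incision only. Whether removal of enthesis tissue lowered the enthesis genes cannot be decided from markers of mesenchymal cells as a whole, so it stays open. The sex of the animals was considered for the difference between the groups. The largest absolute log2 fold change among the 4 Y-linked genes was 0.18, within their errors of 0.32 to 0.47, which argues against groups of opposite sex. Xist was lower in RCTR, with a log2 fold change of -2.63, a p-value of 0.349 and no adjusted p in the authors' deposited table. A single animal of the other sex would widen the errors of the Y-linked genes. Their median implied standard error was 0.38, at a percentile of 27.5 among random lists. In this check, chosen after the values were seen, the 4 genes argue against such an animal. Without values per library it could not be examined directly.

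Technical trends were considered for the genes changed at least 2-fold. With the trend over gene length removed, 93.8% of the 1609 genes were kept, and with the trend over GC content removed, 96.0%, where 99.9% of the 1609 genes had a GC content. Both trends were small, moving a gene by at most 0.16 for length and 0.17 for GC on the log2 scale, and neither explains the calls as a whole. A larger shift of the normalization was not tested. A small one bears on the balance of directions: with the fold changes centred on the genes with an implied standard error below the median, a move of 0.08, 46.2% of the calls were higher against 54.0% as deposited. Every other setting left more genes higher than lower, from 53.5% with the GC trend removed to 65.7% with the test against a 1.5-fold change. Centring on the median of all tested genes gave 61.2%. Whether more genes rose than fell thus still rests on the choice of centring, because no reference genes are known. A few genes taking most of the counts, and depth, were not testable here.

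The inflammasome genes Nlrp3 and Casp1 had log2 fold changes of 0.72 and 0.75 in the authors' deposited table and did not pass, while the macrophage markers had a median of 1.64. Their spread may be too wide for a real rise to pass: Nlrp3 would have passed at a log2 fold change of 1.55, close to the macrophage value, and its 95% interval of -0.36 to 1.79 holds both 0 and that value. For Nlrp3 and Casp1, no rise and a rise in step with macrophages cannot be told apart at this precision. The rise of both that the paper reports from RT-qPCR is separate evidence and was not examined here. Of the 7 genes P2rx7, Pycard, Il18, Gsdmd, Aim2, Nlrc4 and Nlrp6, 6 had an upper 95% limit below 1.64, Il18 being the exception, and the median of these limits was 1.25. This argues against a rise of the macrophage median in those 6 genes, though, Aim2 and Nlrp6 apart, not against the smaller rise of the macrophage marker Csf1r, 0.87 in the authors' deposited table. The interval of P2rx7, 0.08 to 1.38, also excludes 0 before adjustment. The difference between these genes and the macrophage markers was not tested.

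Some further values stand out and were chosen after they were seen. Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) fell by 6.24 on the log2 scale with an adjusted p of 8.63e-20 in the authors' deposited table, while Arg1 rose by 9.999. Both genes are often used as markers of the same macrophage state, and no explanation was tested for their opposite directions. Mest, a fibroblast marker of the study outside the lists used here, had a log2 fold change of 3.90 and an adjusted p of 1.63e-27 in the authors' deposited table. In the screen of 2034 GO terms, 109 passed for the genes higher in RCTR, led by inflammatory response (45 of 212 genes, adjusted p of 8.12e-14). For the genes lower in RCTR 8 passed, led by cardiac muscle contraction (11 of 38 genes, adjusted p of 0.000318). In the screen of 326 KEGG pathways 22 passed for the 2-fold genes. NOD-like receptor signaling was not among them, with 18 of 154 genes (11.7%) against 10.8% of all annotated genes and an adjusted p of 1. With the genes higher in RCTR alone it had 15 of 154 genes (9.74%) against 6.25%, with an unadjusted p of 0.0572 and an adjusted p of 0.366. Biosynthesis of unsaturated fatty acids had 0 of 29 genes in the 2-fold set and 1 of 29 among all genes with an adjusted p under 0.05. Arachidonic acid metabolism, which the paper counts among processes related to polyunsaturated fatty acid synthesis, was among the 22. It had 11 of 41 genes in the 2-fold set (adjusted p of 0.0481), 5 higher and 6 lower in RCTR. Neither direction passed alone, with adjusted p-values of 0.537 and 0.274.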
